A study of Homo sapiens with 9 samples. Its data were reported in "The DEK oncoprotein binds to highly and ubiquitously expressed genes with a dual role in their transcriptional regulation" (2014).

How the data were processed

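Total RNA from U937 cells, a human myeloid line derived from a histiocytic lymphoma, was measured on 9 Illumina HumanHT-12 v4 bead arrays. The cells had been transduced with a lentiviral vector that carried 1 of 2 short hairpin RNAs (shRNAs) against the DEK transcript (shDEK14 and shDEK17) or with the corresponding vector without a hairpin (shEMPTY). Per the labels, GFP-positive cells were collected 48 h after transduction and cultured for another 4 days until RNA was isolated, and each of the 3 groups held 3 arrays. The labels number the arrays of a group by replicate and experiment but do not say whether they came from separate transductions, so p-values measure the spread between these samples, which may be partly technical.

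The authors deposited the average bead intensity of 47323 probes per array on a linear scale, neither normalized between arrays nor background-subtracted. Beside each intensity the authors deposited a detection p-value, in steps of 1 in 770, which compares the probe with the negative control beads of its array. A further deposited table held the same intensities after multiplication by 1 factor per array, which gave all arrays a mean of 406.2. Its medians were 116.3, 119.3 and 115.5 in the libraries labelled shEMPTY 1 to 3, 110.1, 115.1 and 113.0 in those labelled shDEK14 and 119.1, 117.7 and 112.3 in those labelled shDEK17. Its values were linear and not centred, and the method behind the factor is not given in the sources used here. The scanner software and its settings are likewise not given in the sources used here.

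Gene names came from the platform annotation paired with the probes. There, 30113 probes had 1 gene symbol, 8 had several and 17202 were unnamed. Of the named probes, 30074 were matched by gene identifier to the RefSeq gene table of assembly GRCh38.p14, which was used for names only. The others kept the symbol of the annotation. No genomic coordinates were used.

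The main analysis was run with limma 3.58.1 in R 4.3.3. Intensities were background-corrected with neqc, which inferred the negative controls from the detection p-values, with an offset of 16, and were quantile-normalized on the log2 scale. Probes detected at p under 0.01 on at least 3 arrays were kept (14230 probes, of which 3032 had no single gene symbol and were tested only in an alternative). Where several kept probes named a gene (2156 genes), the probe with the highest mean log2 value over the 9 arrays stood for it, leaving 8611 genes. All 9 arrays entered 1 limma fit with a mean per group and no covariate, and 4 contrasts were tested: the average of both shRNAs against shEMPTY, each shRNA against shEMPTY, and shDEK14 against shDEK17. P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Where no probe of a gene was detected on any array of a group, only a bound was given. It set the mean of the brighter group against the mean, per array, of the higher of the gene's own value and the lowest normalized value among detected probes.

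In total, 33 gene lists were written before the deposited data were examined, covering pathways, complexes and cell type markers. The study's supplementary ranking of these same samples had been read first, so no list was fully blind to results from them. Older symbols were matched to current ones, and 734 of 1027 entries were tested genes. The 30 lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with adjustment over the lists. Lists for heme, amino acid transport, nuclear import, mitochondrial import, S phase and histone modification name themes that the study drew from these same samples. The interferon list is close to another such theme, response to virus. These lists are therefore not independent evidence of direction.

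The rule for named genes was also fixed before the data were examined. It took DEK, the 4 genes the study checked by PCR, up to 10 genes per direction in the average contrast (those past the threshold, then those with all 6 shRNA arrays beyond all 3 shEMPTY arrays, ranked by size), the 3 genes of lowest p in each other contrast when none passed, 4 members of each list called by camera and up to 2 of every other list. Unnamed probes were not named.

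Alternatives covered the background correction (normexp with an offset of 50, or none), the normalization (median scaling, cyclic loess, the authors' values), the probe filter, the choice of probe, the experiment number as a block, array weights, a variance trend with robust moderation, fits on the compared groups only, the methods' t-test per shRNA, with p-values of both combined by Fisher's method for the average, and each array or experiment number left out in turn. The study names no rule for combining the p-values, so Fisher's method was a choice made here. Unchanged groups sharing the controls were simulated 1000 times for the correlation of the hairpins and 100 times for their overlap, with genes drawn independently. No alternative regrouped the libraries by their DEK signal. The fit, camera and the methods' t-test were tested on simulated data with the spread of the real genes, in which 200 of 8611 genes were changed. In the average contrast of 6 against 3 arrays, 67 of 67 genes changed by 2 on the log2 scale were recovered, 45 of 67 changed by 1 and 9 of 66 changed by 0.5, with 10 false calls. For shDEK14 and shDEK17 against shEMPTY, 65 and 64 of 67 were recovered at 2, 33 and 30 of 67 at 1 and 4 and 3 of 66 at 0.5, with 7 and 8 false calls. The changes were added to every simulated shRNA array and to no shEMPTY array. These rates therefore assume that the labels are right, which the DEK signal described below contradicts. They do not tell how many knockdown effects could be recovered from the real libraries. The number of arrays limits the precision of every value. Figures were drawn with matplotlib 3.10.9.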

Results

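Gene expression was compared in U937 cells that received shRNA against DEK, a chromatin protein that binds DNA and histones, and in cells that received the empty vector. The 9 libraries comprised 3 labelled shEMPTY, 3 labelled shDEK14 and 3 labelled shDEK17. Mean probe intensity ranged from 362.2 to 457.2 between arrays, and 12729 to 14152 probes were detected above the negative controls. After normalization, array pairs correlated across genes with r between 0.961 and 0.986.

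The targeted transcript did not follow the labels. DEK, represented by 1 named probe and detected on all arrays, had an intensity of 2510 and 2580 in the libraries labelled shEMPTY replicates 1 and 3 but of 293.9 in the library labelled shEMPTY replicate 2. In the libraries labelled shDEK14 the intensity was 2360 and 2826 in replicates 1 and 3 and 359.4 in replicate 2. The libraries labelled shDEK17 replicates 1 and 3 gave 431.6 and 532.0, and replicate 2 gave 1890. Thus 4 libraries lay below a gap of 3.55-fold and 5 above it, and 3 of the 6 libraries labelled with an shRNA were above. Normalized DEK was 10.13 ± 1.98 (log2, SD, n = 3) in the libraries labelled shEMPTY, 10.14 ± 1.73 (n = 3) in those labelled shDEK14 and 9.36 ± 1.35 (n = 3) in those labelled shDEK17. The log2 fold change was -0.38 ± 0.88 (SE) for the average of both hairpins (limma adjusted p of 0.987), 0.01 ± 1.01 for shDEK14 and -0.76 ± 1.01 for shDEK17 (limma adjusted p of 0.999 for both). Without the library labelled shEMPTY replicate 2, the average was -1.52, shDEK14 gave -1.13 and shDEK17 -1.90, and none passed. Without all 3 libraries numbered 2, shDEK17 gave -2.68 and passed (limma adjusted p of 0.00492), while the average (-1.41) and shDEK14 (-0.14) did not. Every direction given here between groups rests on labels that the DEK signal contradicts (shEMPTY replicate 2, shDEK14 replicates 1 and 3 and shDEK17 replicate 2), and groups are therefore named by the labels of their libraries.

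**Figure D1:**
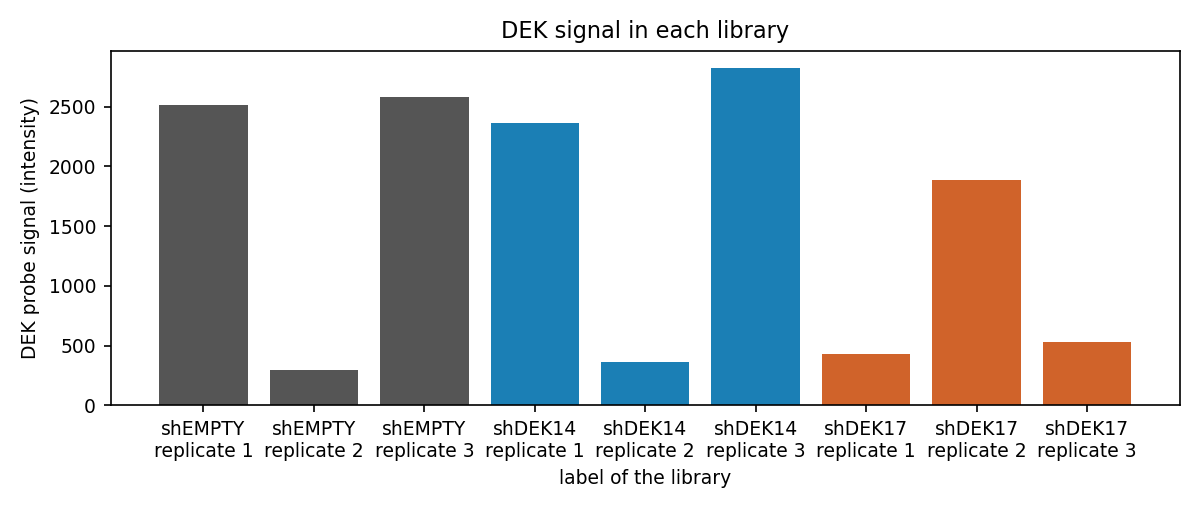
Bars give the intensity of the DEK probe (linear scale, before normalization) in each of the 9 libraries, coloured by label. The library labelled shEMPTY replicate 2 had 293.9, while the library labelled shDEK14 replicate 3 had 2826.

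To find genes that changed with both hairpins, the average of the libraries labelled shDEK14 and shDEK17 was set against those labelled shEMPTY. ICAM2, an adhesion molecule of leukocytes and endothelium, and CHMP2B, a subunit of the ESCRT-III membrane-remodelling complex, were lower in all 6 libraries labelled with an shRNA than in all 3 labelled shEMPTY. ICAM2 was 7.96 ± 0.17 (log2, SD, n = 3) in the libraries labelled shEMPTY, 7.13 ± 0.25 in those labelled shDEK14 and 7.16 ± 0.23 in those labelled shDEK17, an average log2 fold change of -0.82 ± 0.17 (SE). CHMP2B had a log2 fold change of -0.73 ± 0.17 (SE). CSF2RA, a receptor subunit for GM-CSF, had 0.36 ± 0.18 (SE), and its 3 other kept probes had 0.54, 0.34 and 0.32. CSF3R, the G-CSF receptor, had -0.87 ± 0.40 (SE). None of these passed the threshold, with limma adjusted p of 0.937 for ICAM2, CHMP2B and CSF3R and 0.951 for CSF2RA.

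**Figure D2:**
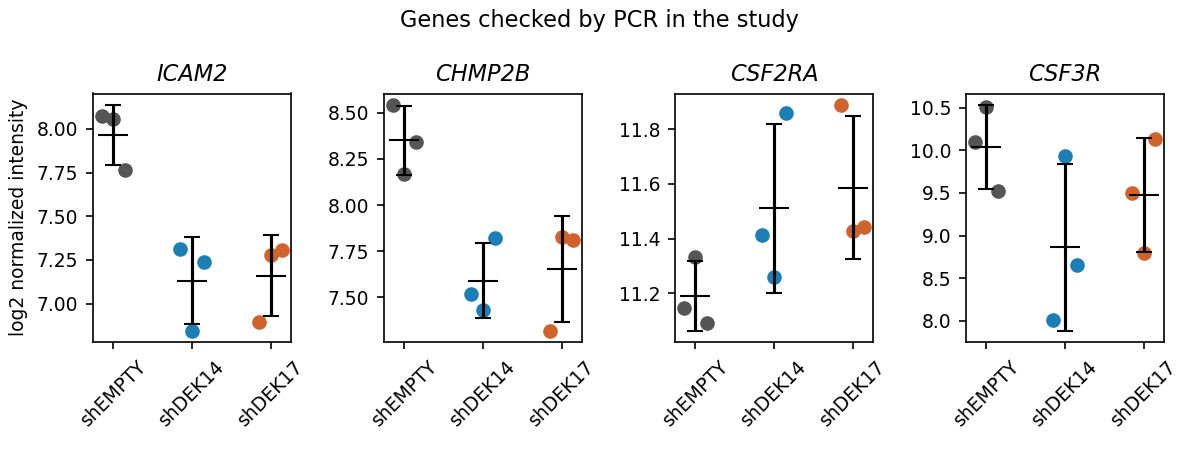
Points give log2 normalized intensity of the 4 genes that the study checked by PCR in each library by label, with the mean (horizontal mark) and SD (bars) of 3 libraries. ICAM2 and CHMP2B lay lower in all 6 libraries labelled shDEK14 or shDEK17 than in the 3 labelled shEMPTY.

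Among the other genes with complete separation, IER3, an early response gene, was not detected in the libraries labelled shEMPTY and was at least 1.20-fold higher, and NRBP1, likewise not detected there, was at least 1.35-fold higher. STRIP2 had a log2 fold change of 0.81 ± 0.25 (SE), RN7SK, the small nuclear RNA that holds P-TEFb, 0.78 ± 0.26, MYO3B 0.76 ± 0.20, TMEM114 0.72 ± 0.18, PKNOX1, a homeodomain partner of PBX proteins, 0.69 ± 0.23 and DNAH1 0.64 ± 0.21. An uncharacterized transcript, LOC101927141, was at least 1.05-fold higher, and SNORD84 was below detection in the libraries labelled shEMPTY and allowed no fold. IER3, RN7SK and, by less, PKNOX1 were highest in the libraries labelled shDEK14 replicates 1 and 3 and shDEK17 replicate 2, which had high DEK. The other genes named so far in this paragraph were not. IER3 was 6.50, 6.18 and 6.57 (log2) there and 5.50 to 5.70 in the others labelled with an shRNA. It was detected in 2 libraries labelled shDEK14 and 1 labelled shDEK17. RN7SK was 9.51, 9.53 and 9.17 there and 8.37 to 8.60 in those others. On the negative side, LY6E, an interferon-induced surface protein, had -1.04 ± 0.41 (SE) and APOBEC3G, a cytidine deaminase that restricts retroviruses, had -0.92 ± 0.26. The Wnt receptor FZD2 had -0.76 ± 0.24, CPNE8 -0.70 ± 0.17 and RANBP6 -0.68 ± 0.19. ATF3, a stress-induced transcription factor, was at least 1.44-fold lower in the libraries labelled with an shRNA, ENTREP2 at least 1.24-fold and GOLGA7B at least 1.07-fold lower. None of these passed the threshold (limma adjusted p of 0.937 for each). Of these, 4 depended in size on the library labelled shEMPTY replicate 2. Without it LY6E, also a member of the interferon list and 12.58 (log2) in that library, had -0.29, APOBEC3G -0.61 and PKNOX1 0.34. ATF3 was 7.33 (log2) in that library and 5.87 and 5.92 in those labelled shEMPTY replicates 1 and 3, and without it the bound was 1.04-fold.

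No gene passed the threshold in this contrast (limma), while 452 of 8611 genes had an unadjusted p under 0.05, where 430.6 would fall by chance, 232 of them higher and 220 lower. The methods' t-test gave 564 genes with a combined p under that level and 0 after adjustment. Fisher's method takes the 2 combined tests as independent, but both used the same libraries labelled shEMPTY. The chance number of 430.6 therefore does not apply to that count, and 564 cannot be read as an excess. Complete separation of the 6 libraries from the 3 was seen for 266 genes, or 3.09%, where chance gives 2.38%. The groups accounted for 21.6% of the variance over all genes, and 207 of the 280 ways of parting 9 libraries into 3 sets of 3 accounted for as much (exact permutation p = 0.739).

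Of the gene lists, the type I interferon response and G2/M lists were called by camera in the average contrast. Interferon response genes were lower in the libraries labelled with an shRNA, with 29 of 30 tested members below the libraries labelled shEMPTY and a mean log2 fold change of -0.99 (camera adjusted p = 8.96e-13). IFIT1 had -2.11 ± 0.97 (SE), IFIT3 -1.99 ± 0.93, OAS2 -1.68 ± 1.04 and ISG15, a ubiquitin-like antiviral modifier, -1.56 ± 0.96. No member passed the threshold over all genes or adjusted over the list alone, and the list call was lost with an estimated correlation (adjusted p = 0.928). The study drew a related theme, response to virus, from these samples, so the list is not independent evidence. A single library carried the difference: the mean deviation of the list from the mean of the 9 libraries was 2.57 in the library labelled shEMPTY replicate 2 and between -0.50 and -0.16 in the other 8, and without that library the list mean was -0.04 with a camera adjusted p of 0.827. Without it OAS2 and ISG15 turned to 0.29 each, and IFIT1 and IFIT3 had -0.25 and -0.19.

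Genes of G2 and mitosis were higher in the libraries labelled with an shRNA, with 26 of 37 tested members above and a mean log2 fold change of 0.11 (camera adjusted p = 0.0143). MKI67, the proliferation antigen, had 0.46 ± 0.21 (SE), the phosphatase CDC25B 0.44 ± 0.14, the separase ESPL1 0.34 ± 0.19 and the ubiquitin-conjugating enzyme UBE2C 0.33 ± 0.15. The call was lost with an estimated correlation (adjusted p = 0.928), and no member passed over all genes or adjusted over the list alone. Without the library labelled shEMPTY replicate 2 the list mean was 0.037 (adjusted p of 0.586), and ESPL1 had 0.18. Leaving out the library labelled shDEK14 replicate 1 or 3 or the library labelled shDEK17 replicate 1 also put the adjusted p above the threshold (0.0593, 0.0900 and 0.0603), although the list mean stayed at 0.097, 0.092 and 0.10. The same held without all libraries numbered 1 (mean 0.12, adjusted p of 0.0628), while without those numbered 2 the mean was 0.058 (adjusted p of 0.330).

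**Figure D3:**
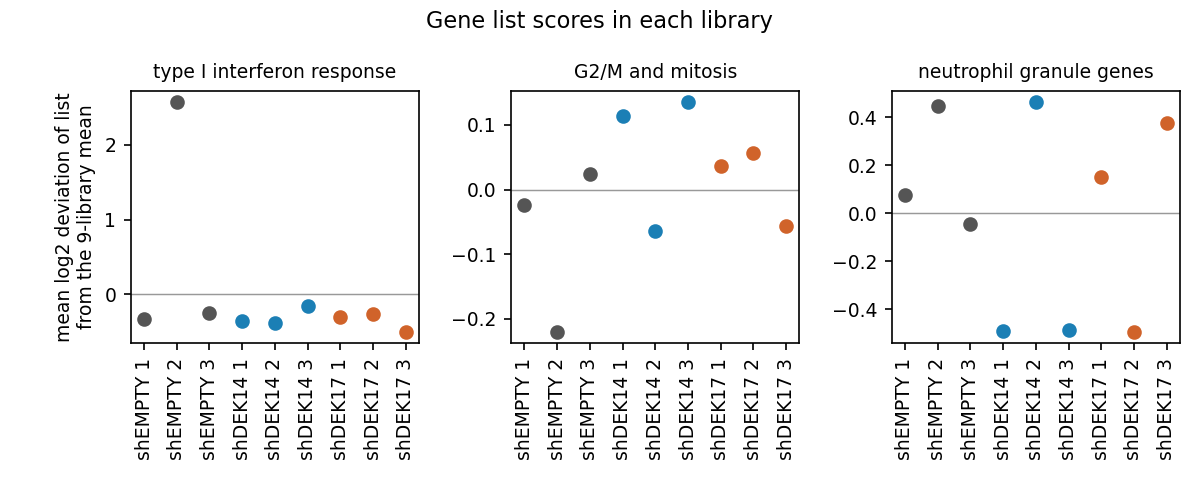
Points give, for each library, the mean log2 deviation of the tested genes of a list from their mean over the 9 libraries, for interferon response, G2 and mitosis, and neutrophil granule genes, coloured by label, each panel on its own scale. The library labelled shEMPTY replicate 2 had 2.57 for the interferon list.

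No other list was called in the average contrast, with camera adjusted p of 0.142 for MHC class I presentation and higher values for the rest. MHC class I genes, among them HLA-B (-0.78 ± 0.33, SE) and HLA-F (-0.70 ± 0.42), were lower for 15 of 18 members, with a deviation of 0.70 in the library labelled shEMPTY replicate 2, and without that library HLA-B had -0.25 and HLA-F turned to 0.05. Heme biosynthesis genes were lower for 13 of 14, S phase genes for 28 of 39, oxidative phosphorylation genes for 31 of 47, mitochondrial import genes for 19 of 29 and proteasome and ubiquitin genes for 23 of 34. The heme list deviated by -0.064, -0.091 and -0.19 in the libraries labelled shDEK14 replicates 1 and 3 and shDEK17 replicate 2. It lay between 0.031 and 0.060 in the others labelled with an shRNA and between -0.0013 and 0.12 in those labelled shEMPTY. Ribosome biogenesis and MYC genes were lower for 21 of 30, glycolysis genes for 12 of 19, ribosomal proteins for 28 of 51, splicing factors for 29 of 50, chromatin assembly factors for 16 of 27, amino acid transporters for 8 of 14, nuclear import factors for 11 of 21 and apoptosis regulators for 15 of 23. The libraries labelled shDEK14 replicate 3 and shDEK17 replicate 1 were the lowest for the ribosome biogenesis and MYC list (deviations of -0.31 and -0.44, with the other libraries labelled with an shRNA between 0.0088 and 0.26). They were also the lowest for the proteasome, mitochondrial import, glycolysis, splicing, S phase, histone gene and amino acid transport lists. Histone genes, with H2AC18 at 0.49 ± 0.14 (SE), were higher for 16 of 30. Histone modifying enzymes were higher for 23 of 39, with KMT2A at 0.48 ± 0.16, and reported DEK partners for 17 of 23. Unfolded protein response genes were higher for 20 of 33, cholesterol synthesis genes, with SC5D at 0.46 ± 0.14, for 9 of 18, p53 targets for 8 of 17 and NF-kB targets for 6 of 12, of which IER3 passed when adjusted over the list alone. Among the heme, S phase, amino acid transport, nuclear import, mitochondrial import and histone modification lists, which name themes drawn from these samples, no member passed when adjusted over the list alone. Mean and median differed in sign for the amino acid transport and nuclear import lists, and for apoptosis regulators both were negative while camera gave a positive direction.

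Markers of cell types gave no call. Monocyte and macrophage genes, with S100A9 at 0.82 ± 0.43 (SE), were higher for 11 of 25, with a mean above 0 and a median below it, and growth factor receptors of myeloid cells for 8 of 11. Neutrophil granule genes were lower for 9 of 14. Their list deviated by -0.49 in each of the libraries labelled shDEK14 replicates 1 and 3 and shDEK17 replicate 2. It lay between 0.15 and 0.46 in the others labelled with an shRNA and between -0.046 and 0.45 in those labelled shEMPTY. CTSG, the granule protease cathepsin G, had -1.37 ± 0.79 (SE) and ranged from 6.72 to 10.02 (log2) between the libraries labelled shDEK14 alone, and had -0.87 without the library labelled shDEK17 replicate 2. Stem and progenitor genes were higher for 5 of 10, interferon and chemokine ligands for 1 of 4, MHC class II genes for 3 of 6 and T and NK cell genes for 2 of 4. Too few members were tested of the B cell list (2), the erythroid and megakaryocyte list (2) and the epithelial list (1).

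For the first hairpin, the libraries labelled shDEK14 differed from those labelled shEMPTY most clearly in ST8SIA4, a polysialyltransferase, with a log2 fold change of -1.05 ± 0.19 (SE), in ICAM2 (-0.83 ± 0.19) and in NRBP1, at least 1.48-fold higher. Those labelled shDEK17 differed most clearly in SIDT2, a lysosomal membrane protein (-0.80 ± 0.18), in the receptor CMKLR2 (0.92 ± 0.22) and in SEPTIN8, which was below detection in the libraries labelled shEMPTY and at least 1.32-fold higher. These were the genes of lowest p, and none passed (limma adjusted p of 0.954 and 0.999). At an unadjusted p under 0.05 there were 391 genes for shDEK14 and 327 for shDEK17 (limma), where 430.6 would fall by chance for each. The methods' t-test gave 456 and 330 at that level and 0 after adjustment for each. Camera called the interferon list lower for both hairpins (adjusted p = 7.34e-10 and 1.02e-11) and the G2/M list higher for shDEK14 (adjusted p = 0.0133). With an estimated correlation none of these calls held, the lowest adjusted p over all lists being 0.899 for shDEK14 and 0.900 for shDEK17.

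Between the hairpins, the genes of lowest p were the stress-responsive SESN3, at least 1.04-fold higher in the libraries labelled shDEK14, TOP1P1 (-0.82 ± 0.20, SE) and ST8SIA4 (-0.75 ± 0.19). No gene passed the threshold (limma). An unadjusted p under 0.05 was seen for 156 genes, fewer than the 430.6 that would fall by chance, and the methods' t-test gave 192 and, after adjustment, 0. No list was called. Without all 3 libraries numbered 2, limma called 10 genes between the hairpins. DEK (2.55) and GPR65 (1.92) were higher in the remaining libraries labelled shDEK14, as were 4 genes not detected in those labelled shDEK17: the muscle protein gene MYBPH (at least 6.79-fold), GUCY1A1 (at least 3.401-fold), GPR34 (at least 2.94-fold) and FOS (at least 2.24-fold). The serine proteases CFD (-2.75) and CTSG (-2.74) and the carrier SLC25A23 (-1.51) were higher in those labelled shDEK17, as was the protease PRTN3 (at least 2.27-fold), which was not detected in those labelled shDEK14. That setting also called DEK as the only gene for shDEK17, 4 genes for shDEK14 (MYBPH, GUCY1A1, GPR34 and CTSG) and MYBPH in the average contrast. Apart from DEK and CTSG, these genes were named after their values were seen.

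Concordance of the hairpins was examined across genes, which are not independent replicates. Log2 fold changes of shDEK14 and shDEK17 correlated with r = 0.658 (Spearman's rho 0.611) and shared their direction for 72.4% of genes. Unchanged groups simulated against the same control libraries, with each gene drawn independently, gave r = 0.50 (95% of simulations between 0.471 and 0.528) and 66.7%. Real genes vary together, so that interval is too narrow to judge the observed r by. With libraries left out, r lay between 0.381 (without the libraries numbered 2) and 0.749, so the excess over that value was not kept in every setting, and the simulation was not repeated for those settings. The covariance was 0.0405 against 0.0336 simulated, a difference of 0.00691. All 840 regroupings of the 9 libraries gave r between -0.015 and 0.79, and 128 of them gave r as high (exact permutation p = 0.152). At an unadjusted p under 0.05, 59 genes were higher and 44 lower with both hairpins, where simulation with shared controls gave 55.3 and 55.5 and independent lists would share 3.91 and 3.47. With 3 control libraries, the controls could not be split so that each part kept a pair. Part of the excess may therefore come from the shared controls, beyond what the simulation already holds.

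**Figure D4:**
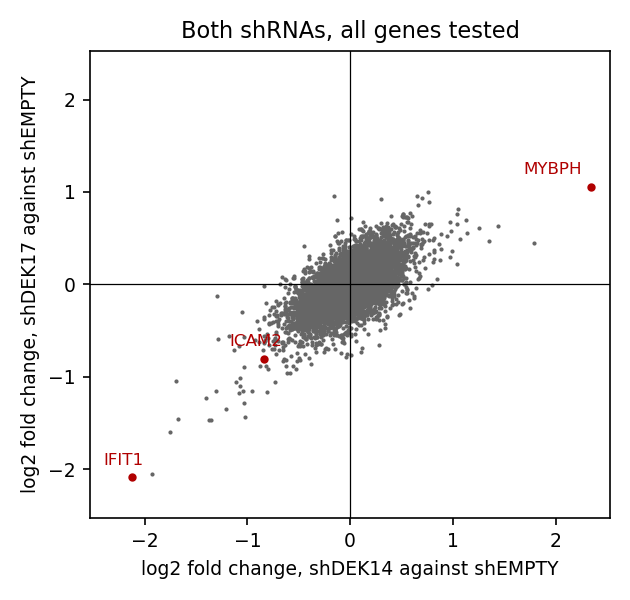
Each point is 1 of 8611 genes, with the log2 fold change of the libraries labelled shDEK14 against those labelled shEMPTY on the horizontal axis and of those labelled shDEK17 on the vertical axis. The correlation was r = 0.658, where 0.50 was simulated without any change, and IFIT1, ICAM2 and MYBPH are marked.

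Following the ranking the study used, the 1000 genes with the largest increase reached down to a log2 fold change of 0.23 (1.17-fold) and the 1000 with the largest decrease to -0.26 (1.19-fold). None of these genes passed the adjusted threshold (limma), while 232 and 220 had an unadjusted p under 0.05. Ranking by p within each direction shared 839 and 802 of the 1000 genes.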

Values the study reported

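For the comparison of DEK knockdown with the empty vector in U937 cells, the study reported real-time PCR for 4 genes. CSF2RA had a fold change of 1.3 (p = 0.004) and CSF3R of 1.3 (p = 0.04). CHMP2B had a fold change of −1.3 (p = 0.03) and ICAM2 of −1.4 (p = 0.002). The study's microarray analysis had CSF2RA and CSF3R as upregulated and CHMP2B and ICAM2 as downregulated.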

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

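The tests of the DEK signal, of the interferon genes against the empty vector and against low DEK, and the splits for complete separation were chosen only after the values were seen. Those of other cell types, of the G2/M list and of the remaining splits were written before their outcomes were seen. Apart from the splits that count genes or lists, they address lists, and in part a library, that the values had already singled out. Of 88 named genes and 30 lists, SESN3 alone had every library of 1 hairpin above and every library of the other below the mean of the libraries labelled shEMPTY. SESN3 was not detected in the libraries labelled shDEK17, was at least 1.04-fold higher in those labelled shDEK14 and did not pass in limma (adjusted p of 0.9995).

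DEK signal went against the labels in 4 libraries. A permutation of labels among the 9 libraries cannot be the whole cause, since it needs 6 libraries with low DEK and 4 lay below the gap. Unequal brightness of the arrays is argued against by the gap of 3.55-fold, as array medians differed by 1.20-fold at most. For the library labelled shEMPTY replicate 2, an exchange with a labelled knockdown library stays open. It needs such a library with high DEK, and the 3 there prompted the test, but none of these correlated best with the library labelled shEMPTY replicate 1 or 3. CTSG was 6.48 to 6.80 (log2) in these 3 against 9.71 and 8.80 in the libraries labelled shEMPTY replicates 1 and 3. CTSG sets these 3 apart from all other libraries, and a single gene that stands out in this way does not decide the question. The study reported knockdown of the protein in these cells by Western blot, which runs with the labels but does not identify the RNA libraries, so weak silencing in those with high DEK stays open, and no biological explanation was tested.

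Interferon response genes were high in the library labelled shEMPTY replicate 2. Cells of another type are argued against by markers of T, NK, B, erythroid, megakaryocyte and epithelial cells, of which 10 of 113 probes were detected there and up to 15 in another library. The empty vector is argued against by the library labelled shEMPTY replicate 1, whose list score of -0.33 lay below the highest library labelled with an shRNA (-0.16), and low DEK by the other libraries below the gap, of which the highest scored -0.31. IFNB1, chosen after its values were seen, was 7.29 (log2) there and not detected in the other libraries. An exposure of that culture to interferon may be the source and was not tested.

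The G2/M list had a mean log2 fold change of 0.037 without the library labelled shEMPTY replicate 2 (camera adjusted p of 0.586), against 0.11 with it. Leaving out the library labelled shDEK14 replicate 1 or 3 or shDEK17 replicate 1 also ended the call, with means of 0.097, 0.092 and 0.10, so the call is near the threshold as well as dependent on 1 library. Normalization is argued against as the whole cause, with an adjusted p of 0.0195 at most and a list mean between 0.060 and 0.14 under the 5 other background corrections and normalizations.

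For the average contrast, 100 of the 840 splits of the 9 libraries were drawn. With 0 genes called, all 100 splits necessarily gave as many (46 at most elsewhere), so that count decides nothing. For the other results of that contrast, chance could not be excluded. As many genes had an unadjusted p under 0.05 in 42 (452 here, 1381 at most). As many lists were called in 81 (2 here, 9 at most). The interferon list had a p as small in 17 splits, and the other 16 all had the library labelled shEMPTY replicate 2 among the controls. The camera p of the interferon list was 2.99e-14, and the smallest elsewhere was 1.49e-22. The G2/M list had a p as small in 9 splits (0.000956 here, 1.26e-05 at the smallest elsewhere). Complete separation of as many genes was seen in 20 of all 84 splits (266 genes here, 750 at most). Splits that called many more genes than the labels point to a structure of the samples that the labels do not follow.

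Between pairs of groups there are 10 splits of 6 libraries, too few for a share under 0.05. With 0 genes called for each pair, all 10 splits necessarily gave as many, which decides nothing (0, 0 and 64 at most elsewhere for shDEK14, shDEK17 and their difference). As many had an unadjusted p under 0.05 in 3, 7 and 8 splits (391, 327 and 156 genes, and 777, 943 and 1127 at most). As many lists were called in all 10 for shDEK14 (2 here, 7 at most elsewhere) and shDEK17 (1 and 9), and necessarily for their difference, where 0 were called (8 at most elsewhere).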

How the results depend on the processing

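All alternatives here were chosen before the data were examined. No gene was called in any contrast under any alternative except without the libraries numbered 2, and leaving out libraries gave 0 to 1 genes for the average, 0 to 4 for shDEK14, 0 to 1 for shDEK17 and 0 to 10 for their difference. Average DEK lay between -0.40 and -0.30 under the processing alternatives and between -1.52 and 0.25 with libraries left out. For shDEK14 it turned to -0.0076 with normexp, -0.014 without background correction, -0.00441 with cyclic loess and -0.028 with the authors' values, and lay between -1.13 and 1.005 with libraries left out. For shDEK17 it lay between -2.68 (without the libraries numbered 2, limma adjusted p of 0.00492) and 0.21, the highest limma adjusted p over its alternatives being 0.99996.

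With libraries left out, the correlation of the hairpins lay between 0.381 and 0.749. The log2 fold change at rank 1000 then lay between 0.23 and 0.29 upward and between -0.31 and -0.25 downward. The upward value was 0.18 with normexp, 0.16 without background correction, 0.25 with median scaling, 0.13 with the authors' values, 0.29 without a filter, 0.19 with the strict filter and 0.32 with every probe. Under the processing alternatives the downward value lay between -0.32 and -0.17. Lists called were 7 with every probe, 0 with an estimated correlation, 0 with fry and 0 to 3 with libraries left out. The cause was not tested, but leaving out libraries leaves fewer samples, and testing every probe counts a gene more than once.

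With libraries left out, the average log2 fold change of SESN3 lay between -0.22 and 0.12, that of OAS2 between -2.92 and 0.29, ISG15 between -2.54 and 0.29, HLA-F between -1.10 and 0.082, SLC25A22 between -0.45 and 0.086, VLDLR between -0.15 and 0.76, PFKL between -0.57 and 0.068 and ALDOC between -0.030 and 0.46. Average log2 fold changes of the other genes named by the rule, apart from DEK, kept their sign under the alternatives in which they were tested, but not their size. Of 87 such values, those that reversed included, 43 shrank more than 1.5 times under at least 1 processing alternative and 49 with libraries left out. With the authors' values KMT2A had 0.16, TMEM114 0.26, DNAH1 0.28 and MKI67 0.19, and without background correction ST8SIA4 had -0.51 for shDEK14.

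No pairing of the samples by replicate number was seen. Of 9 pairs with the same number, 1 had a correlation of deviations over 0.1 (range -0.43 to 0.27), and 2 of 9 libraries correlated best with their own number. Deviations were taken from the means of the labelled groups. Libraries labelled shDEK14 and shDEK17 correlated at -0.40, -0.34 and -0.43 in replicates 1 to 3. An exchange of their labels in replicate 2 would also give negative values, so pairing cannot be excluded. With the replicate block, DEK was -0.38 on average, 0.01 for shDEK14 and -0.76 for shDEK17, no gene was called in any contrast, and 331, 260, 245 and 116 genes had an unadjusted p under 0.05. Without a filter these counts were 1063, 983, 946 and 677, with every probe 768, 669, 603 and 315, and with array weights 702 for shDEK14 and 331 for the difference, against 452, 391, 327 and 156 in the reported analysis. With libraries left out they lay between 331 and 565 for the average and 215 and 661 for shDEK14. For shDEK17 they then lay between 295 and 586 and for the difference between 104 and 643. Genes near the background, with a bound in place of a fold, are limited by signal, as is SESN3.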

Other observations

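The test of replicate 2 and the libraries and genes set out here were chosen only after the values were seen, though the rule had also named CTSG, NCF1, CSF3R and DEK. MYBPH was 8.79 and 8.57 (log2) in the libraries labelled shDEK14 replicates 1 and 3 and 8.30 in the library labelled shDEK17 replicate 2, and was not detected in the other libraries. CTSG, a protease of neutrophil granules, was 6.80, 6.72 and 6.48 in the same libraries and between 8.80 and 10.12 in the others. CFD, complement factor D, was 6.95, 6.74 and 7.51 there and at least 8.57 elsewhere. NCF1, a subunit of the phagocyte oxidase, was 9.96, 9.20 and 10.53 there, and 8.89 in the library labelled shDEK17 replicate 3. The splits of the libraries labelled with an shRNA, given above, include 1 that sets these libraries against the others with that label. Its result was not given separately.

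An exchange of the labels shDEK14 and shDEK17 in replicate 2 is a candidate explanation for these values. Of the 10 genes that limma called between the hairpins from replicates 1 and 3 alone, DEK among them, 10 had the opposite sign in replicate 2. Over all genes, the difference in replicate 2 correlated with those in replicates 1 and 3 at r = -0.476 and -0.178. Replicates 1 and 3 correlated at r = -0.0920, whereas an exchange calls for a positive value. Of all pairs of libraries, shDEK14 replicate 1 and shDEK17 replicate 2 correlated most (r = 0.986), as an exchange would give. The library labelled shDEK14 replicate 2 correlated best with shEMPTY replicate 1 (r = 0.983), and shDEK17 replicate 1 with shDEK14 replicate 3 (r = 0.980), which it would not give. All genes together thus do not settle the exchange. Genes that vary together are not independent, and a cell state unrelated to DEK that 3 libraries share stays open. Such an exchange would leave high DEK in every library labelled shDEK14 and would not account for low DEK in the library labelled shEMPTY replicate 2. High DEK in every library of that hairpin would run against the Western blot by which the study reported knockdown of the protein in these cells, though that blot does not identify the RNA libraries.

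The average log2 fold change of CSF3R was -0.87 and did not pass (limma adjusted p of 0.937). CSF3R was 8.01 and 8.65 (log2) in the libraries labelled shDEK14 replicates 1 and 3 and 8.80 in the library labelled shDEK17 replicate 2, which had high DEK, and lay between 9.50 and 10.14 in the other libraries labelled with an shRNA and between 9.52 and 10.50 in those labelled shEMPTY. The average of CSF3R is opposite in direction to the PCR value quoted from the study above. It is also opposite to the study's own microarray analysis of these cells, which had CSF3R as upregulated. CSF3R stayed negative under all 25 alternatives, between -1.24 and -0.63, the authors' values and the methods' t-test among them. These values argue against those processing choices as the source of the difference in direction. No other source was tested. The average log2 fold change was 0.36 for CSF2RA, -0.73 for CHMP2B and -0.82 for ICAM2, and none of these passed (limma). Their directions are the same as those of the PCR values quoted above.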
